# Dietary cystine restriction increases the proliferative capacity of the small intestine of mice

**DOI:** 10.1371/journal.pone.0290493

**Published:** 2024-01-05

**Authors:** Judith C. W. de Jong, Kristel S. van Rooijen, Edwin C. A. Stigter, M. Can Gülersönmez, Marcel R. de Zoete, Janetta Top, Matthijs J. D. Baars, Yvonne Vercoulen, Folkert Kuipers, Saskia W. C. van Mil, Noortje Ijssennagger

## Abstract

Currently, over 88 million people are estimated to have adopted a vegan or vegetarian diet. Cysteine is a semi-essential amino acid, which availability is largely dependent on dietary intake of meat, eggs and whole grains. Vegan/vegetarian diets are therefore inherently low in cysteine. Sufficient uptake of cysteine is crucial, as it serves as substrate for protein synthesis and can be converted to taurine and glutathione. We found earlier that intermolecular cystine bridges are essential for the barrier function of the intestinal mucus layer. Therefore, we now investigate the effect of low dietary cystine on the intestine. Mice (8/group) received a high fat diet with a normal or low cystine concentration for 2 weeks. We observed no changes in plasma methionine, cysteine, taurine or glutathione levels or bile acid conjugation after 2 weeks of low cystine feeding. In the colon, dietary cystine restriction results in an increase in goblet cell numbers, and a borderline significant increase mucus layer thickness. Gut microbiome composition and expression of stem cell markers did not change on the low cystine diet. Remarkably, stem cell markers, as well as the proliferation marker *Ki67*, were increased upon cystine restriction in the small intestine. In line with this, gene set enrichment analysis indicated enrichment of Wnt signaling in the small intestine of mice on the low cystine diet, indicative of increased epithelial proliferation. In conclusion, 2 weeks of cystine restriction did not result in apparent systemic effects, but the low cystine diet increased the proliferative capacity specifically of the small intestine and induced the number of goblet cells in the colon.

## Introduction

Cysteine is a semi-essential amino acid, which is provided by dietary intake of meat, eggs and whole grains. Cysteine can also be synthesized from the essential amino acid methionine via the transsulfuration pathway [1, 2]. The majority of dietary cysteine is absorbed in the small intestine. Its ileal uptake occurs by the cystine/glutamate exchange transporter, xCT [3]. Unabsorbed cysteine travels to the colon where it can be converted by sulfate- or sulfite- reducing bacteria to hydrogen sulfide. Cystine is the oxidized form of cysteine. Compared to cysteine, cystine from food sources is absorbed less efficiently from the small intestine due to its lower digestibility [4]. Intracellularly, cystine is reduced to cysteine by the NADH-dependent enzyme cystine reductase [5].

Besides being used for protein synthesis, cysteine can be converted to taurine, glutathione and hydrogen sulfide in the body. These three metabolites have differential effects on intestinal function. Taurine is important for bile acid conjugation in the liver. In humans, bile acids can be conjugated with either glycine or taurine (3:1), while mice conjugate 95% of bile acids with taurine [6]. Specific taurine-conjugated bile acids like taurocholic acid and taurolithocholic acid have been described to increase proliferation in intestinal cell lines [7, 8]. Additionally, taurine-conjugated bile acids increase the abundance of the sulfite-reducing bacteria B. Wadsworthia, which results in an increase in hydrogen sulfide production [9].

Hydrogen sulfide maintains the integrity of the mucus layer when derived from endogenous metabolism, but is detrimental when produced in high concentrations by the gut microbiome [10]. We previously showed that hydrogen sulfide breaks disulfide bonds in mucus, thereby opening the mucus barrier [11, 12]. This reduces the protective capacity of the mucus barrier and increases the exposure of epithelial cells to toxic compounds present in the lumen.

Lastly, glutathione (GSH) is an antioxidant which protects the intestine from oxidative stress and DNA damage. The addition of glutathione to intestinal porcine enterocytes on a cysteine-deprived medium restores proliferation and cell viability by replenishing the cysteine pool [13]. Most of the above mentioned studies mimick high cystine/cysteine intake, with concurrent high concentrations of GSH, taurine and hydrogen sulfide, equivalent to a diet high in animal protein intake. Previously, we [11] and others [14] showed that mice on a low cystine diet can conjugate their bile acids with glycine instead of taurine, which might affect intestinal characteristics. As there is a trend towards adopting vegetarian and vegan diets, which are low in cystine [15], we investigate the effect of a low cystine diet on intestinal function in this study. We show that the low cystine diet did not affect the colon, except for an increase in the number of goblet cells. In the small intestine however, cystine restriction results in increased epithelial proliferation and in an increase in the number of stem cells associated with increased Wnt signaling.

## Results

### Dietary cystine restriction does not affect metabolism into cystine breakdown products

Mice (n = 8/group) received either a high fat (40 en%) diet or a high fat diet low in cystine (low cys) for two weeks. After 2 weeks of intervention, there was no difference in the body weight of these mice (S1A Fig). The cystine-restricted diet did not cause a reduction in plasma cysteine levels (Fig 1A), suggesting that either the dietary deficiency is compensated for by methionine-to-cysteine conversion, or by a reduced production of taurine, glutathione and/or hydrogen sulfide. Plasma methionine levels were also not changed (Fig 1A), neither was the mRNA expression of cystathionine γ-lyase (*CTH*) (Fig 1B), which is responsible for the last step in the conversion from methionine to cysteine. This suggests that the methionine-to-cysteine conversion is not increased. The cystine-restricted diet did not impact on glutathione production either, as both the plasma glutathione concentration itself and mRNA expression of enzymes involved in the conversion from cysteine to glutathione (*GSS*, *GCLC*, *GCLM)* were unchanged (Fig 1A and 1B). No significant changes in other plasma amino acids were observed (Table 1), suggesting that the 2-week cystine restriction consumption does not lead to any systemic effects. Cystine restriction resulted in slightly decreased plasma taurine concentrations (Fig 1A), however this was not significant. We previously observed that mice on a low cystine diet can conjugate bile acids with glycine instead of taurine [11]. Also, methionine-restriction has been shown to increase the ratio glycine to taurine conjugation of bile acids in mice [14]. Here, we do not find changes in the bile acid conjugation (Fig 1C), or excretion into feces (Fig 1D). Taken together, reduction to 0.08% cystine for two weeks did not affect the systemic availability of cysteine, its downstream catabolic metabolites, or bile acid conjugation.

**Fig 1:**
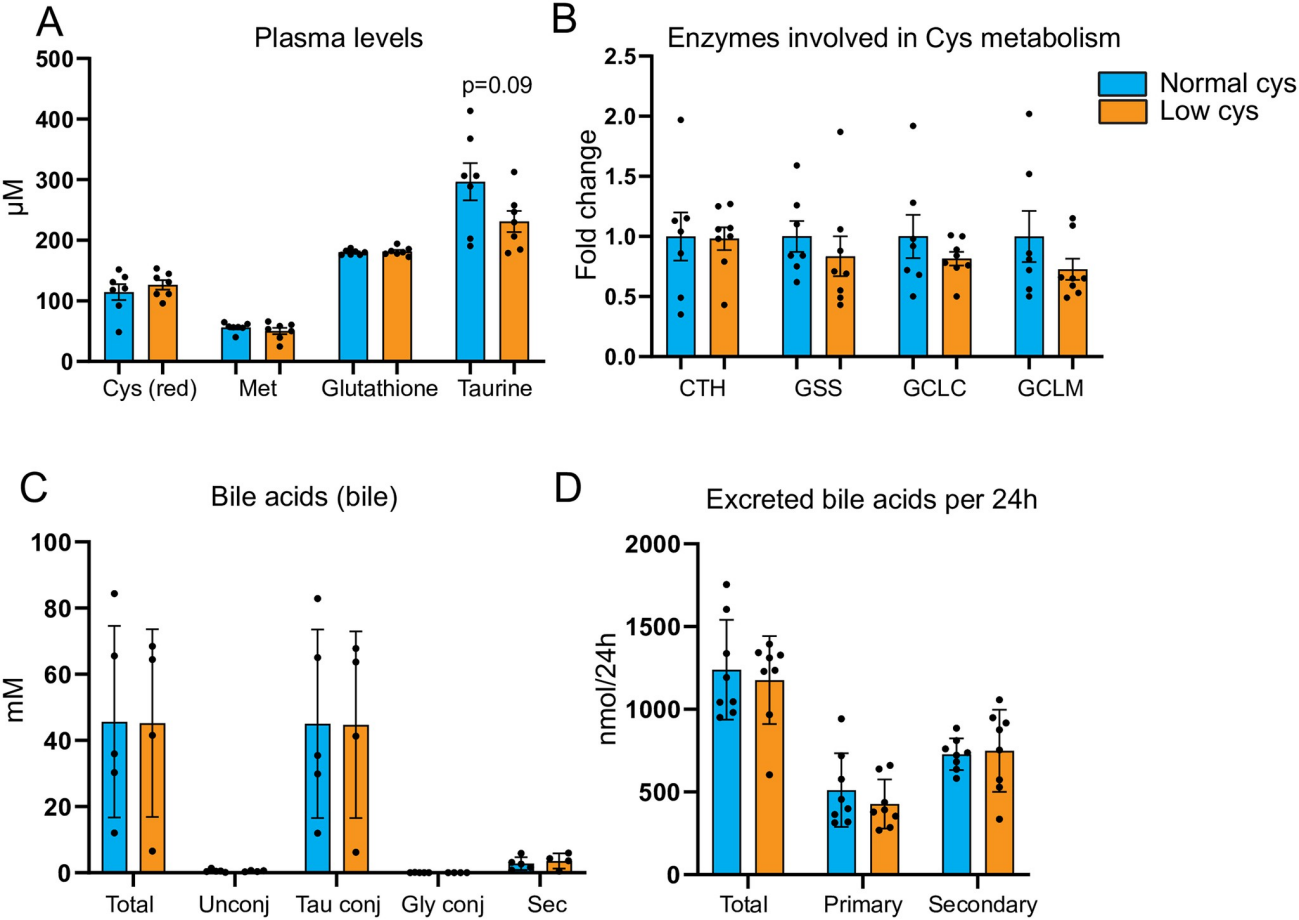
Dietary cystine restriction does not affect metabolism into cystine breakdown products. A) Plasma cysteine (reduced) (abbreviated as Cys (red)), methionine (Met), glutathione and taurine levels measured by metabolomics (n = 8/group, mean ± SEM). B) qPCR gene expression of enzymes converting methionine to cysteine (CTH) and cysteine to glutathione (GSS, GCLC, GCLM) normalized by normal cys (n = 8/group, mean ± SEM). C) Bile acid concentrations measured in bile (n = 5/normal cys; n = 4/low cys, mean ± SEM). D) Excreted bile acids per 24h (right), measured in feces (n = 8/group, mean ± SEM).

**Table 1:** Concentrations of other plasma amino acids measured using metabolomics.

	Normal cys (average ± SD)	Low cys (average ± SD)
**Arginine (μM)**	88.5 ± 16.8	90.7 ± 11.2
**Glycine (μM)**	295.2 ± 31.7	261.1 ± 33.3
**Aspartic Acid (μM)**	12.6 ± 2.0	12.6 ± 2.4
**Citrulline (μM)**	56.7 ± 5.8	55.1 ± 10.0
**Glutamic Acid (μM)**	56.9 ± 10.6	58.2 ± 9.8
**Alanine (μM)**	422.7 ± 83.6	376.3 ± 120.6
**Tyrosine (μM)**	66.3 ± 13.4	62.0 ± 14.3
**Valine (μM)**	229.9 ± 28.9	237.2 ± 23.4
**Leucine (μM)**	152.0 ± 21.1	153.9 ± 23.3
**Phenylalanine (μM)**	61.3 ± 7.8	59.1 ± 6.6
**Histidine (μM)**	70.2 ± 7.7	70.1 ± 7.7
**Asparagine (μM)**	49.6 ± 7.0	44.4 ± 9.8
**Serine (μM)**	158.1 ± 23.7	143.8 ± 37.0
**Glutamine (μM)**	520.0 ± 66.9	460.1 ± 71.7
**Threonine (μM)**	90.3 ± 6.4	88.8 ± 9.1
**Proline (μM)**	91.1 ± 13.1	84.2 ± 17.3
**Ornithine (μM)**	46.6 ± 18.6	46.3 ± 5.3
**Lysine (μM)**	186.3 ± 33.7	184.1 ± 22.9
**Isoleucine (μM)**	100.3 ± 17.2	98.1 ± 6.9
**Tryptophan (μM)**	78.5 ± 8.9	75.1 ± 12.8

### Dietary cystine restriction increased the amount of goblet cells in the colon

Cystine molecules escaping absorption in the small intestine, eventually reach the colon. The colonic epithelium is covered by mucus consisting of mucin polymers connected via disulfide bonds. This mucus layer limits the exposure of epithelial cells to toxins and bacteria. Certain bacteria such as sulfate reducing bacteria, reduce these disulfide bonds [11], breaking the mucus barrier and increasing the exposure of epithelial cells to toxins and bacteria present in the lumen. Cystine also contains disulfide bonds which can be used as substrate for bacteria. We hypothesized therefore that decreased luminal concentrations of cystine might increase the chance that bacteria reduce the disulfide bonds from mucus rather than cystine. We observed that dietary cystine restriction showed a borderline significant increase towards an increase in the thickness of the secreted mucus layer (Fig 2A and 2B). There was a significant increase in the number of goblet cells on the low cystine diet (Fig 2C). Mucus barrier capacity, as measured by fluorescent bead penetration *ex vivo*, was not altered (Fig 2D and 2E). Since the small intestine lacks an inner sterile mucus layer, there was no reason to study small intestinal mucus properties. No differences in bacterial composition upon dietary restriction of cystine were observed, neither in the small intestinal contents (Fig 2F and 2G), nor in the colonic contents (Fig 2H and 2I), indicating that the effects on the mucus barrier were not caused by changes in the abundance of mucus-degrading- or sulfate reducing bacteria.

**Fig 2:**
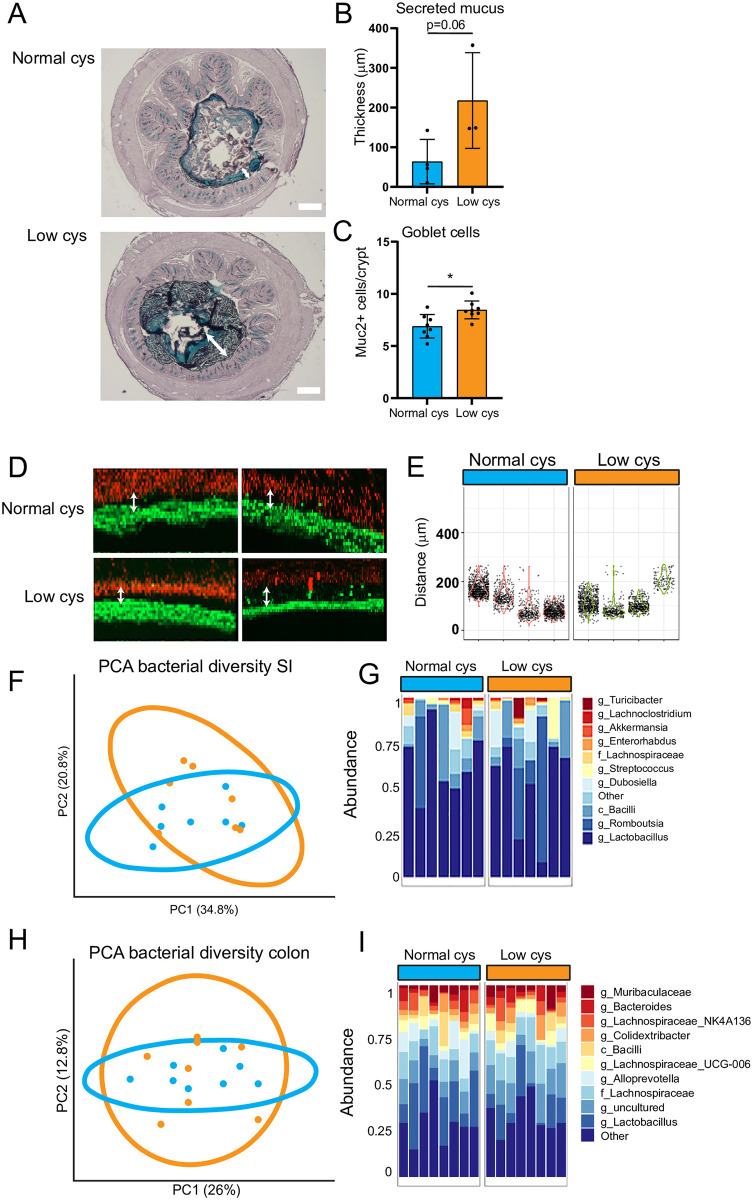
Dietary cystine restriction increased the amount of goblet cells in the colon. A) Representative images of the secreted mucus layer visualized by a High Iron Diamine (HID) staining (scalebar = 200 μm). Arrows indicate mucus layer thickness. B) Quantification of the secreted mucus layer (n = 4 for normal cys; n = 3 for low cys, average of 12 measurements per mouse ± SEM are depicted, Mann-Whitney test). C) Quantification of Muc2-positive goblet cells, per crypt (n = 8/group, mean ± SEM, unpaired t-test, *p<0.05). D) Permeability of the distal colonic mucus layer was visualized by adding 1-lm fluorescent beads (red) to the epithelial tissue (green). Shown are representative maximum projections of a resliced z-stack, showing a summarized view of the sample from the side. Arrows indicate distance. E) The distance between the beads and the epithelium was measured and depicted for 4 mice per group (Each dot represents one bead). F) PCA plot for the diversity of the small intestinal microbiome. Each dot represents one mouse (n = 7/group). G) Relative abundance of microbiota in the small intestinal contents at the g (genus), f (family), c (class) level in individual samples (mice were individually housed). H) PCA plot for the diversity of the colonic microbiome. Each dot represents one mouse (n = 8/group). I) Relative abundance of microbiota in the colonic contents at the g (genus), f (family), c (class) level in individual samples (mice were individually housed).

### Dietary cystine restriction increases the expression of stem cell markers and proliferation specifically in the small intestine

Next, we investigated if other cell types besides goblet cells were changed upon cystine restriction. Gene expression levels of stem cell (*Lgr5*, *Sox9*, *Olfm4)*, proliferative cell (*Ki67*), Paneth cell (*Lyz)*, enterocyte (*Krt20)* and goblet cell (*Muc2)* markers were determined in both small intestine (Fig 3A) and colon (Fig 3B) using qRT-PCR. Stem cell markers (*Lgr5*, *Sox9*, *Olfm4)* were, or tended to be, significantly increased upon cystine restriction in the small intestine. Markers of other cell types were not affected. The increase in stem cell markers in the small intestine was accompanied by higher Ki67 mRNA and protein expression, indicative of increased epithelial proliferation (Fig 3C). In addition, the zone of Ki67-positive cells was elongated upon cystine restriction (Fig 3C). Remarkably, these effects on stem cell markers and on proliferation were specific for the small intestine, as in the colon no changes were observed (Fig 3B).

**Fig 3:**
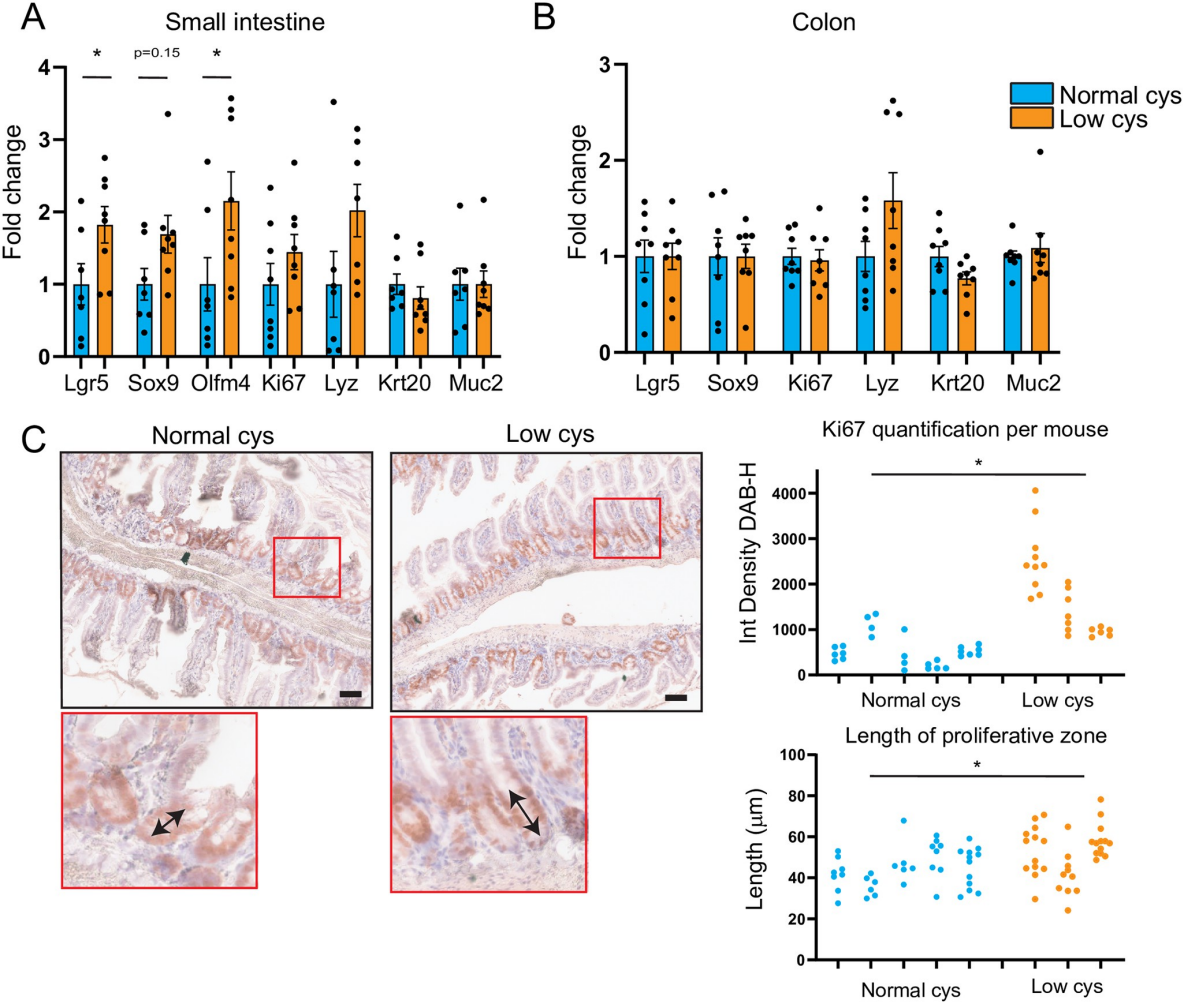
Dietary cystine restriction increases the expression of stem cell markers and proliferation specifically in small intestine. qRT-PCR gene expression in A) small intestine and B) colon of markers of intestinal stem cell (Lgr5, Sox9, Olfm4), proliferative cells (Ki67), enterocyte (Krt20), Paneth cell (Lyz) and goblet cells (Muc2) normalized for normal cys (n = 8/group, mean ± SEM, multiple Mann-Whitney tests, *p<0.05). C) (Left) Representative images of Ki67 immunohistochemistry on small intestinal crypts (scale bar = 50 μm). Arrows indicate length of proliferative zone. (Top Right) Quantification of integrated density of Ki67 corrected for haematoxylin, as measured using Fiji, of multiple crypts per mouse. Each column represents one mouse (n = 5 for normal cys, n = 3 for low cys, unpaired t-test, *p<0.05). (Bottom Right) Quantification of the length of the proliferative zone, using the length tool in Fiji, stained by Ki67 of multiple crypts per mouse. Each column represents one mouse (n = 5 for normal cys, n = 3 for low cys, unpaired t-test, *p<0.05).

An increase in proliferation and stem cells can be indicative of intestinal damage and the necessity to replenish the damaged cells [16, 17]. However, since we did not observe any significant changes in colon crypt length (S1B Fig) nor in expression of intestinal damage markers (*Ier3*, *Ripk3*, *Birc5*, S1C and S1D Fig) [11], there were no indications of epithelial cell damage upon cystine restriction for 2 weeks.

### Cystine-restriction mediated increase in proliferation correlates with an increase in Wnt signaling

To investigate the cause of increased proliferation in the small intestine upon cystine restriction, we performed RNA sequencing analysis on the small intestine. 

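RNA was sequenced from ileal scrapings of 4 mice on the normal cystine diet and 3 mice on the low cystine diet. The mice were 8 weeks old, were acclimatized for 1 week and received the diets for 2 weeks. The total cystine content was 0.38% in the normal cystine diet and 0.08% in the low cystine diet, and 40% of the energy came from fat. The authors sequenced poly(A)-selected stranded libraries, aligned the reads to GRCm38 and deposited, for every gene, the raw number of read counts on its exons, without normalization. The paper's text does not name the strand setting of the counting or the handling of reads that map to several places. The 4 normal cys libraries held between 19712355 and 22412703 counts (median 21275624), and the 3 low cys libraries between 14888760 and 21942518 (median 15708368). Of the 38293 genes listed, 22796 had a count in at least 1 library. The 14869 genes that passed edgeR's filter on low counts were normalized by the TMM method and compared between the diets with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over these genes. Expression varied between mice on the same diet by 25.5% (biological coefficient of variation) beyond counting error. Values of single genes and of gene lists were also compared by a two-sided exact permutation test over the 35 ways to split the 7 libraries into 4 and 3, for which the smallest possible p-value is 0.0286. Neither the labels nor the paper give a sequencing batch, so a batch effect was not examined.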

Dietary cystine restriction only led to very subtle transcriptomic changes; only 16 genes were significantly differentially expressed when comparing low cystine to normal cystine (S2A Fig). 

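In the edgeR comparison, 0 genes had an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.291 (Benjamini-Hochberg). At an unadjusted p-value under 0.05 there were 817 genes, of which 396 were higher and 421 lower on the low cystine diet, where chance alone would give 743. In 1015 genes (6.83% of those tested) the low cys libraries lay all above or all below the normal cys libraries, against 5.71% by chance. The alternative that moved the adjusted count most was DESeq2, the tool of the paper, with which 16 genes had an adjusted p-value under 0.05. Of these, 12 were higher and 4 were lower on the low cystine diet. Each of the 16 had an unadjusted edgeR p-value under 0.05, and each was among the 23 genes with the smallest edgeR p-values. The S2 Fig legend also sets a fold-change threshold, which was not used for this count. The paper's text does not name its own 16 genes, so the equal number does not show that the genes are the same. The genes named here were chosen after their values were seen. The lower genes were Marcksl1, Rtp4, Slc52a3 and mt-Tl1. The higher genes included Tfrc, Dcn, Lamb2, Ppp1r9a, Gvin1 and Gm4070. Tfrc, on chromosome 16 of GRCm38 from 32608920 to 32632794, encodes the transferrin receptor. Its expression in CPM (counts normalized to the effective library size) was 58.6 ± 9.36 (SD, n = 4) on the normal and 135.1 ± 25.8 (SD, n = 3) on the low cystine diet. Its log2 fold change was 1.20 (standard error 0.177), with an adjusted p of 0.291 in edgeR and 2.7e-05 in DESeq2. Marcksl1, on chromosome 4 from 129513581 to 129515985, had 63.1 ± 8.56 CPM (SD, n = 4) on the normal and 31.8 ± 1.17 (SD, n = 3) on the low cystine diet. Its log2 fold change was -0.99 (standard error 0.134), with an adjusted p of 0.291 in edgeR and 3.86e-06 in DESeq2. The counts of Gvin1 and Gm4070 are uncertain, since 99.2% and 97.8% of the 50-base stretches of their transcripts also occur in other genes.

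**Figure D1:**
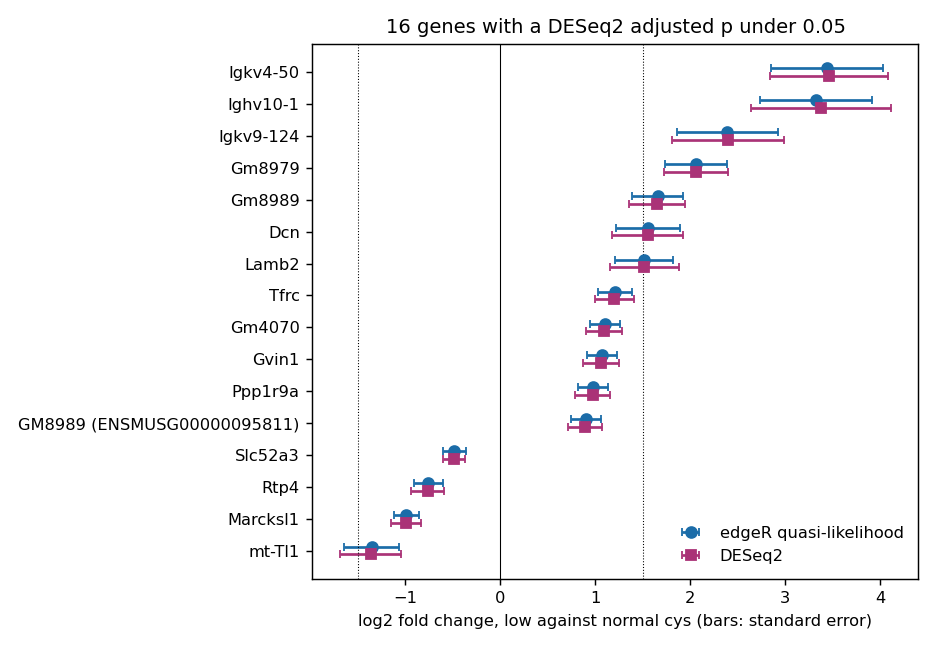
Log2 fold change of low against normal cys on the horizontal axis for the 16 genes with a DESeq2 adjusted p-value under 0.05, from edgeR (circles) and DESeq2 (squares), with standard errors as bars and dotted lines at -1.5 and 1.5. The estimates range from -1.36 for mt-Tl1 to 3.44 for Igkv4-50 in edgeR.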

RNA seq was also performed in the colon, but there we did not find significant different genes at all (data not shown). 

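With an absolute log2 fold change above 1.5 and an unadjusted p-value under 0.05 in the edgeR test, 54 genes differed between the diets, of which 47 were higher and 7 were lower on the low cystine diet. The immunoglobulin kappa variable cluster (Igkv genes on chromosome 6) accounted for 13 of them. All 13 had a higher estimate on the low cystine diet, also with DESeq2's size factors and with TMM factors computed without immunoglobulin genes. A further 4 were other immunoglobulin genes, all higher. Pseudogenes accounted for 5, of which 3 were higher, and protein-coding genes for 26. Igkv genes and pseudogenes together were 18 of the 54 genes, and 59 of 279 genes when low counts were not filtered. Among the 16 genes with a DESeq2 adjusted p-value under 0.05 were 2 Igkv genes, 1 other immunoglobulin gene, 2 pseudogenes and 9 protein-coding genes. Over all genes tested, 48 of 53 Igkv genes and 796 of 1301 pseudogenes had a higher estimate on the low cystine diet. None of the 13 Igkv genes had more than 312 counts in any library. Some of their estimates rested mostly on 1 library. AC155333.3 had 10.96 CPM in low cys library X10SI4, against 0.61 in X23SI4 and 0.25 in X26SI4. Igkv8-30 had 8.81 CPM in X26SI4, but 0.0816 in X23SI4, below every normal cys library. In others, such as Igkv4-50 and AC140385.3, every low cys library lay above every normal cys library. The kappa variable genes held 0.00774% ± 0.00433 of all counts (SD, n = 4) on the normal and 0.0195% ± 0.000680 (SD, n = 3) on the low cystine diet, with every low cys library above every normal cys library (exact permutation test, two-sided, p = 0.0571). All immunoglobulin genes together held 0.0772% ± 0.0375 (SD, n = 4) and 0.184% ± 0.0291 (SD, n = 3), and were separated in the same way (exact permutation test, two-sided, p = 0.0286). Reads from closely related genes are a limit to these counts. The share of 50-base stretches found in another gene was 2.31% for Igkv4-50 and 31.2% for AC140385.3, and it reached 74.3% among the 13. It was 85.8% for the pseudogene Gm8979 and 78.6% for the pseudogene Gm8989, whose counts are therefore uncertain. Among the 26 protein-coding genes, it was 71.6% for Ccl21a, 100% for Gm13304 and 97.1% for Ccl21b. These copies therefore cannot be counted as independent genes.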

Most of differentially expressed genes in the small intestines were upregulated in the low cystine diet group and represent either pseudogenes or genes part of the immunoglobulin kappa variable cluster (IGKV). However, gene set enrichment analysis (GSEA) revealed that one of the major pathways involved in intestinal stem cell homeostasis; Wnt signaling, was significantly enriched (FDR = 0.07) upon a low cystine diet (Fig 4A). This was confirmed by qRT-PCR by the significant increase of the Wnt target gene *Cmyc* (Fig 4B) and by the increased expression of 6 Wnt target and signature genes in the RNAseq data (Fig 4C). 

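The gene set behind Fig 4A is not listed in the paper, so a list of 104 Wnt pathway components and 24 Wnt target genes (125 different genes) was used, of which 88 were among the 14869 genes ranked. Genes were ranked by their signal-to-noise ratio between the diets, and the weighted running-sum enrichment score of the GSEA method was computed. The enrichment score was 0.370 toward the low cystine diet. Of the 35 splits of the 7 libraries into 4 and 3, 4 gave a score at least as high, the real split included (exact permutation test, one-sided, p = 0.114). The other 3 splits scored 0.500, 0.399 and 0.381. Each placed normal cys library X17SI4 with low cys library X10SI4 in the group of 3. The third member was low cys library X23SI4, low cys library X26SI4 and normal cys library SI9, in that order. The splits that scored 0.500 and 0.399 therefore follow the diet in part. The score reached its maximum at rank 2556, and 47 of the 88 genes had a positive ratio. The highest ranks in the list belonged to Fzd2 (rank 39), Nkd1 (rank 56), Wls (rank 77) and Fzd6 (rank 129). The lowest belonged to Fzd7 (rank 14549), Axin2 (rank 14281), Wnt6 (rank 13931) and Jun (rank 13920), all with a negative ratio. Axin2 had 91.7 ± 22.2 CPM (SD, n = 4) on the normal and 68.1 ± 14.7 (SD, n = 3) on the low cystine diet. Its direction was against a rise of Wnt genes, but its libraries overlapped between the diets (exact permutation test, two-sided, p = 0.171). Among the alternatives, the score moved up most with the 22 ranked target genes alone, to 0.591 (exact permutation test, one-sided, p = 0.2). Without the 6 genes of Fig 4C it was 0.263 (exact permutation test, one-sided, p = 0.229).

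**Figure D2:**
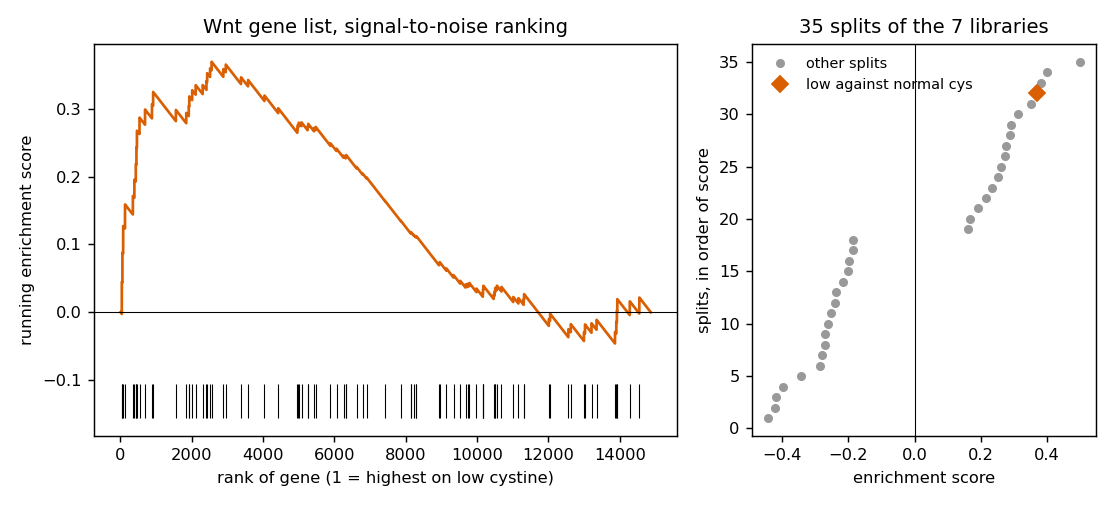
Running enrichment score of the Wnt list along the ranking of genes, with the list's genes as ticks, beside the enrichment score (horizontal axis) of each of the 35 splits in order of score. The score of low against normal cys, 0.370, is exceeded by 3 other splits.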

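The 6 genes of Fig 4C, Myc (the gene of Cmyc), Lgr5, Sfrp1, Fzd2, Fzd6 and Nkd1, all had a higher mean in the low cys libraries. In edgeR's quasi-likelihood test the log2 fold change was 1.21 for Nkd1 (standard error 0.401), 0.78 for Fzd6 (standard error 0.284) and 1.74 for Fzd2 (standard error 0.675). In these 3 genes every low cys library lay above every normal cys library (exact permutation test, two-sided, p = 0.0286 for each, against unadjusted edgeR p-values of 0.0146, 0.0226 and 0.0299). The log2 fold change was 1.19 for Sfrp1 (standard error 0.668), 0.74 for Myc (standard error 0.437) and 0.58 for Lgr5 (standard error 0.423), and the libraries of the diets overlapped (exact permutation tests, two-sided, p = 0.171, 0.2 and 0.229). Adjusted over the 6 genes alone, 0 had a p-value under 0.05 and the smallest was 0.0597 (edgeR, Benjamini-Hochberg). Adjusted over all genes tested, 0 of the 6 had a p-value under 0.05, and the smallest was 0.794. The number of the 6 with an unadjusted p-value under 0.05 went from 0 without low cys library X10SI4 to 5 without normal cys library X17SI4. The paper takes these 6 genes, together with Cmyc in its qRT-PCR, as bearing out the enrichment of Wnt signaling found by GSEA.

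**Figure D3:**
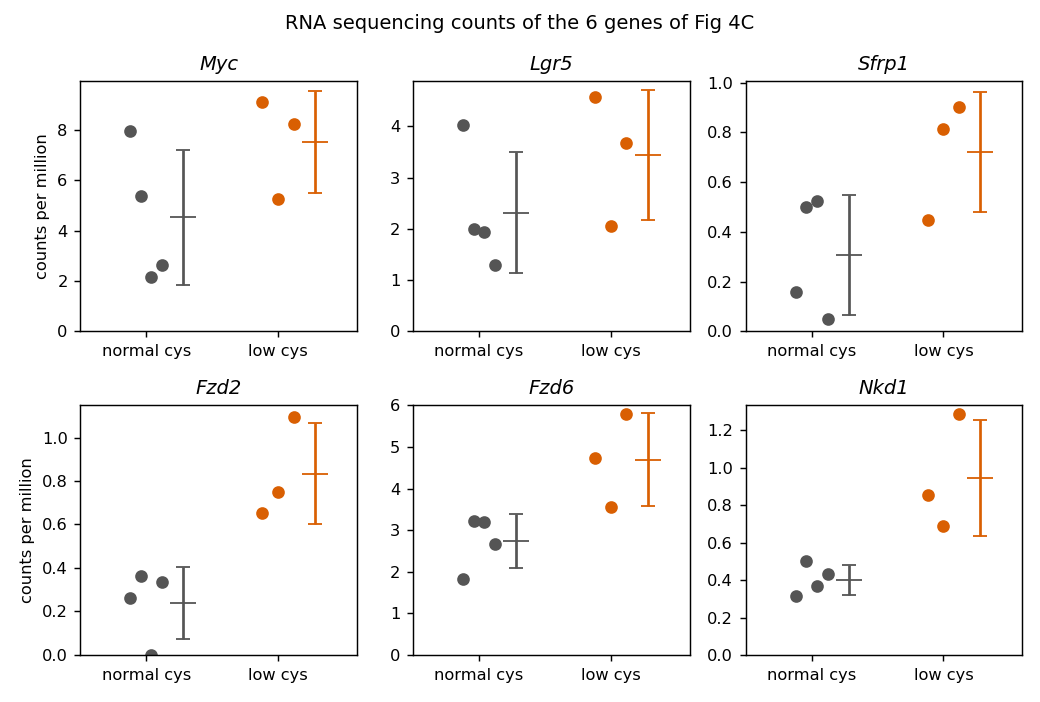
CPM (vertical axis) of the 6 genes in each normal cys and low cys library as points, with the mean and SD of each diet beside them. The points of the diets do not overlap for Fzd2, Fzd6 and Nkd1 and overlap for Myc, Lgr5 and Sfrp1.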

As increased Wnt signaling is known to drive proliferation and is essential for stem cell maintenance, the increased Wnt signaling seen in cystine-restricted mice, most likely caused the observed effects on stem cells and proliferation.

**Fig 4:**
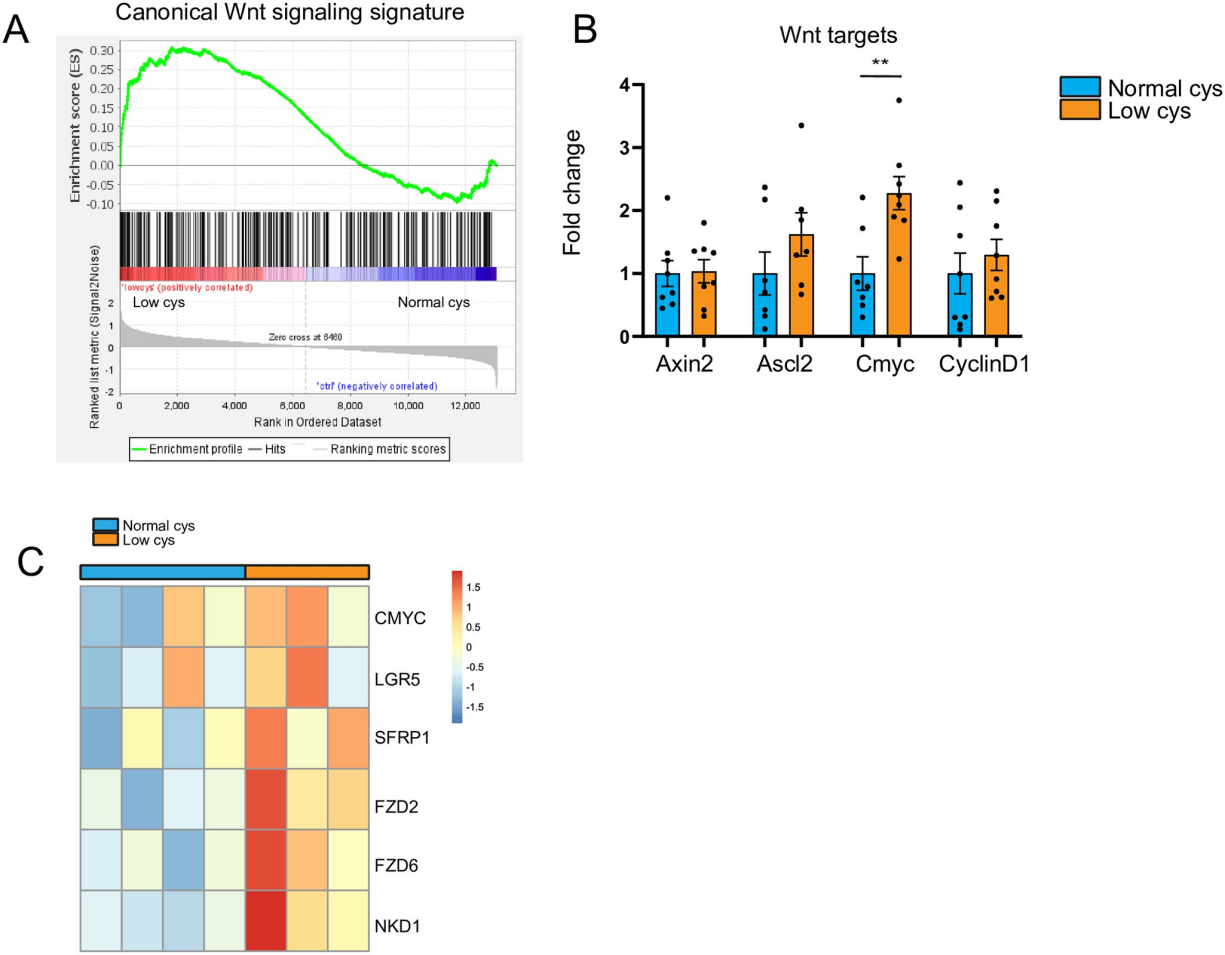
Dietary cystine restriction increases Wnt signaling in small intestine. A) Gene set enrichment analysis for a Wnt signaling signature reveals significant enrichment with low cys vs ctrl (NES = 1.37, FDR = 0.07). B) qPCR gene expression analysis of Wnt target genes (n = 8/group, mean ± SEM, multiple unpaired t-tests, **p<0.01). C) Heatmap of multiple enriched Wnt target or signature genes from the RNAseq data comparing low cys to normal cys (expressed as log fold change).

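For the list of Wnt components and target genes, the normalized enrichment score was 1.275 when the score was divided by the mean of the positive scores over splits of the libraries. It was 1.53 over random gene sets of the same size, with a permutation p-value of 0.0112 that treats genes as independent. Different sets gave different scores. The Reactome set Signaling by Wnt, with 176 genes ranked, had an enrichment score of 0.137 and a normalized score of 0.727 over splits (exact permutation test, one-sided, p = 0.429). The narrower Reactome set TCF dependent signaling in response to WNT, with 129 genes ranked, had an enrichment score of 0.112 and a normalized score of 0.533. Of the members of these sets, 92.0% and 90.1% were matched to the gene table. With signal-to-noise computed on log2 CPM, the enrichment score of the Wnt component and target list was 0.548 (exact permutation test, one-sided, p = 0.0571).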

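Fzd6 lies on chromosome 15 of GRCm38 from 39006280 to 39038186. It had 2.73 ± 0.655 CPM (SD, n = 4) on the normal and 4.70 ± 1.12 (SD, n = 3) on the low cystine diet. Myc, on chromosome 15 from 61985391 to 61990374, had 4.52 ± 2.68 (SD, n = 4) and 7.53 ± 2.02 (SD, n = 3) CPM. Lgr5, on chromosome 10 from 115450311 to 115587780, had 2.31 ± 1.18 (SD, n = 4) and 3.44 ± 1.27 (SD, n = 3). The other 3 genes were covered by few reads. Nkd1, on chromosome 8 from 88521344 to 88594887, had between 6 and 21 counts per library, or 0.403 ± 0.0802 (SD, n = 4) and 0.944 ± 0.310 (SD, n = 3) CPM. Sfrp1, on chromosome 8 from 23411502 to 23449632, had between 1 and 14 counts per library, or 0.307 ± 0.241 (SD, n = 4) and 0.721 ± 0.240 (SD, n = 3) CPM. Fzd2, on chromosome 11 from 102604431 to 102608058, had between 0 and 17 counts per library, or 0.240 ± 0.166 (SD, n = 4) and 0.833 ± 0.233 (SD, n = 3) CPM. For Myc and Lgr5 the difference between the diets was of the size of the spread between mice on the same diet. With each library left out in turn, the log2 fold change of Myc ranged from 0.50 to 1.15, that of Lgr5 from 0.32 to 0.98 and that of Sfrp1 from 0.82 to 1.55. In Myc, Fzd2, Fzd6 and Nkd1 no 50-base stretch was shared with another gene.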

## Discussion

Vegan and vegetarian diets contain limited amounts of cystine/cysteine, and although the human body can produce cysteine from methionine, the daily cysteine requirements are largely dependent upon direct dietary intake of cystine and/or cysteine. In this study, we therefore investigated the effect of dietary cystine restriction on the gut epithelium of mice. To our knowledge, this is the first study showing that cystine restriction affects epithelial proliferation and the expression of stem cell markers in the small intestine of mice, most probably involving increased Wnt signaling. There was no effect of cystine restriction on proliferation in the colon. In the colon, dietary cystine restriction led to an increase in goblet cells and a trend towards an increase in mucus layer thickness.

Cystine restriction did not result in changes in plasma levels of cysteine, methionine, taurine and glutathione, indicating that there were no systemic effects of the low cystine diet. No changes in the microbiota were observed either, implying that the observed effects are most likely caused by the difference in cystine levels in the luminal content. The limiting systemic effects in our study could be attributed to several factors, including a relatively short duration of the diet (14 days) or the fact that the low cystine diet still contains 0.08% of cystine, which might not be limiting enough. The required level of cystine in the AIN93G diet is 0.38%, of which 0.08% of cystine comes from casein and 0.3% of cystine is added. For our restricted diet, the normally added 0.3% of cystine was replaced equimolarly with alanine. Other studies report that 12-weeks feeding of a cystine restricted diet in rats and mice result in more pronounced effects, at least on plasma amino acids such as taurine [18, 19]. Moreover, even lower concentrations of cystine (0.06% and 0.03%) have been reported to decrease plasma methionine concentrations in rats [19]. The latter paper also suggests that a diet restrictive in both methionine and cystine already affects lipid metabolism related parameters within 2 weeks in mice. This suggests that cystine-restriction alone for 2 weeks is not sufficient to cause systemic effects in two weeks.

Certain bacteria such as sulfate reducing bacteria, reduce disulfide bonds present in colonic mucus [11], thereby breaking the mucus barrier and increasing the exposure of epithelial cells to toxins and bacteria present in the lumen. Cystine also contains disulfide bonds which specific bacteria use as substrate. Decreased luminal concentrations of cystine might therefore provide a shift in substrate usage by bacteria. We speculate that the observed trend towards an increase in the thickness of the secreted mucus layer is representing a more reduced or open outer mucus layer, because the reduced luminal cystine concentrations force bacteria to shift to mucus as a substrate for di-sulfide bond splitting. This hypothesis is further supported by a study reporting that cystine supplementation has a mucosal barrier enhancing effect [20]. Whether this mechanism plays a role in the current study needs to be further investigated, but the fact that there are more goblet cells in the colon in the low cystine group, even though the inner sterile layer is not thicker, might hint at a compensatory mechanism to produce more mucins.

This study shows that cystine restriction resulted in increased epithelial proliferation. In literature, contradictory effects of cysteine, often in combination with methionine, on intestinal proliferation have been reported in diverse disease states and animal models. Both sulfur amino acid (methionine and cysteine) restriction and supplementation diets have been described to suppress intestinal proliferation in weaned or neonatal pigs after a 7-day intervention [21, 22]. One of these studies reports that the supplementation diet decreases expression of β-catenin, the downstream transcription factor in the Wnt pathway [21]. This is in line with our findings that Wnt signaling is increased with cystine restriction.

In conclusion, we show that cystine restriction for two weeks does not seem to induce any systemic effects. However, cystine restriction induces proliferation in the small intestine, and increases the number of goblet cells in the colon. Since more and more people have adopted a vegetarian or vegan diet, it is of importance to study effects of low cystine diets for a longer period of time in order to get more insights in the implications of restriction of dietary intake of sulfur containing amino acids.

## Materials and methods

### Mice

The experiment was approved by the ethics committee of the University Medical Center Utrecht and was in accordance with European law. Eight-week-old male C57BL/6NRJ mice (Janvier) were housed individually in a room with controlled temperature (20–24°C), relative humidity (55% ± 15%), and a 12-h light–dark cycle. Mice were fed and had access to demineralized water ad libitum. Mice (n = 8/group) received either the purified high fat (40 en%), low calcium AIN93-G diet (S9646-E070 Sniff, Germany) or the same diet in which the normally added 0.3% L-cystine was replaced equimolarly by 0.11% alanine (S9646-E072). All mice were acclimatized for 1 week on the AIN93G HF control diet, before the 2-week intervention started.

Body weight was recorded during the intervention. Feces were quantitatively collected during the last 48 hours of the experiment and frozen at −20°C for bile acid measurements. Mice were fasted 4 h before sacrifice. Periorbital puncture or heart puncture were performed to collect plasma after anesthesizing with isoflurane. Mice were sacrificed with cervical dislocation. Gall bladder including its content was collected and centrifuged at 10 000 RCF for 10 min to collect the bile, which was stored at -80 C.

The colon was excised, mesenteric fat was removed, and the colon was opened longitudinally, washed in PBS, and cut into 3 parts. The middle 1.5-cm colon tissue was formalin or carnoys fixed and paraffin embedded for histology. The remaining proximal and distal parts were scraped. Scrapings include the epithelial lining and lamina propria, but not the muscle layer. These scrapings were pooled per mouse, snap-frozen in liquid nitrogen, and stored at −80°C until further analysis. Colonic contents were sampled and snap-frozen for microbiota analysis. A similar procedure was followed for small intestine, which was divided in 4 parts equal in length. Of the last part of the small intestine (ileum), the first/proximal 1 cm was used for histology (swiss roll, formalin fixed), and the remaining part was scraped, snap-frozen in liquid nitrogen, and stored at −80°C until further analysis for mRNA expression.

### qRT-PCR

RNA was reverse transcribed using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories BV, Veenendaal, The Netherlands). Real-time PCR was carried out using FastStart Universal SYBR Green Master Mix (Roche) on a CFX 384 Bio-Rad thermal cycler (Bio-Rad). mRNA expression of genes of interest were normalized to cyclophillin. Primer sequences can be found below (S1 Table).

### Histology and immunohistochemistry

H&E staining was performed to assess the morphology of the tissue. To stain and quantify Ki67-positive cells, paraffin embedded colon sections (5 μm) were deparaffinized and rehydrated in a series of graded alcohols. Sections were incubated for 15 min in 3% H2O2 in PBS to block endogenous peroxidase activity. Sections were placed in antigen retrieval solution (sodium citrate buffer, pH = 6) and heated in a microwave oven for 5 min 700W followed by 20 min 500W, after which they were cooled to room temperature. Sections were blocked with 10% normal goat serum (Sigma-Aldrich Chemie) in PBS-Tween 20 (0.05% v/v) for 30 min. Sections were then incubated with mouse anti-Ki67 (Dako, M724801-8, 1:200) or rabbit anti-Muc2 antibody (NBP1-31231, Novus Biologicals, USA, CO, 1:500) for 1h at room temperature. After washing, slides were incubated with the HRP-conjugated goat anti-mouse (1:200) for 30 min at room temperature. DAB substrate was used for HRP visualization and slides were counter stained with hematoxylin. Ki67 stainings quantification was done by deconvolution of the image in QuPath and measurement of mean intensity in ImageJ, normalized for the haematoxylin signal. 15 crypts per mouse were quantified. Crypt length was measured from the base of the epithelial layer until the bottom of the crypt using ImageJ.

For the High Iron Diamine staining (HID), staining sulfated mucins (brown) and carboxylated mucins (blue), deparaffinized sections were incubated overnight in diamine solution. Then sections were incubated with alcian blue (pH-2.5) for 30 min. Sections were used to measure the thickness of the mucus layer (12 measurements for 3 mice per condition), measured from the surface top to the end of the mucus in the same orientation as the crypts.

### Plasma amino acids measurement

Organic solvents were ULC-MS grade and purchased from Biosolve (Valkenswaard, The Netherlands). Chemicals and standards were analytical grade and purchased from Sigma-Aldrich (Zwijndrecht, The Netherlands). Water was obtained fresh from a Milli Q instrument (Merck Millipore, Amsterdam, The Netherlands). A volume of 15 μL medium was transferred to a labelled 1.5 mL Eppendorf vial. A volume of 285 μL 80% acetonitrile also containing internal standards (final concentration 10 μM) was added and the sample was thoroughly mixed. The sample was centrifuged for 10 min at 17000xg in an Eppendorf centrifuge. A volume of 250 μL supernatant was transferred to a new, labelled Eppendorf vial and evaporated to dryness. Cell samples harvested in 300 μL ice-cold methanol were subjected to the same protocol. The residue was dissolved in 70 μL of borate buffer (pH 8.2) by thorough mixing and the derivatisation was started by adding 20 μL of AccQ-Tag reagent solution prepared according to the suppliers protocol (Waters, Etten-Leur, The Netherlands) after which the samples were vortex mixed and incubated at 55°C for 10 min. The sample was evaporated to dryness and the residue was dissolved in 120 μL 10% acetonitrile containing 0.1 mM formic acid and transferred to an LC sample vial. Analysis was performed on a system consisting of an Ultimate 3000 LC and an Thermo Scientific Q-Exactive FT mass spectrometer equipped with an HESI ion source (Thermo Scientific, Breda, The Netherlands). As a column a Waters HSS T3 (2.1x100 mm, 1.8 μm) was used, kept at a temperature of 40°C in the column oven. Eluent A used for analysis was milliQ water containing 0.1% formic acid, eluent B consisted of acetonitrile containing 0.1% formic acid. The LC gradient used for separation commenced by injecting 1 μL of sample and started at 0% B for 5 min. followed by a 10 min linear gradient to 75% B. In 0.5 min the gradient increase to 100% B and kept there for 1 min before returning to 0% B. The column was allowed to regenerate for 2.5 min prior to a next analysis. Total runtime was 18 min; flow rate was 400 μL/min. The mass spectrometer was operated in ESI-positive mode, full scan 100–1000 m/z, capillary temperature 300°C, sheath gas: 35, aux gas:2, resolution 30000, capillary voltage 3 kV.

### Bile acid measurements

Gall bladder BAs were measured as described in [23]. Fecal BAs were measured as described in [24]). In short, bile samples were diluted with ammonium acetate buffer 15 mM (pH = 8.0): (acetonitrile/methanol = 75/25 v/v) = 50:50, v/v. A mixture of internal standards in methanol was added to the samples to reach a concentration of 2.5 μM. Both fecal and gall bladder BAs were quantified using an Ultra Performance Liquid Chromatography-Mass Spectrometry system (UPLC-MS2, Acquity H-Class Bio UPLC from Waters).

### RNA isolation and sequencing

Total RNA from colon and SI was isolated for qPCR and sequencing, using TRIzol reagent (Invitrogen) according to the manufacturer’s protocol. The RNA was further purified using either RNeasy Minikit columns (Qiagen) or the Nucleospin RNA mini kit (Macherey Nagel). For sequencing, libraries were prepared using Truseq RNA stranded polyA (Illumina) and sequenced on an Illumina Novaseq6000 in paired-end 50 bp reads. Quality control on the sequence reads from the raw FASTQ files was done with FastQC (v0.11.8). TrimGalore (v0.6.5) as used to trim reads based on quality and adapter presence after which FastQC was again used to check the resulting quality. rRNA reads were filtered out using SortMeRNA (v4.3.3) after which the resulting reads were aligned to the reference genome fasta (Mm_GRCm38_gatk_sorted.fasta) using the STAR (v2.7.3a) aligner. Followup QC on the mapped (bam) files was done using Sambamba (v0.7.0), RSeQC (v3.0.1) and PreSeq (v2.0.3). Readcounts were then generated using the Subread FeatureCounts module (v2.0.0) with the Mus_musculus.GRCm38.70.gtf gtf file as annotation, after which normalization was done using the R-package edgeR (v3.28). Differential Expression analysis was performed with an inhouse R-script using DESeq2 (v1.28) taking the raw readcounts as input. Finally a summary report was created using MultiQC (v1.9). Gene set enrichment analysis (GSEA) was performed using the GSEA tool from the Molecular Signature Database (MSigDB), a joint project of UC San Diego and the Broad Institute [25, 26]. Sequencing data has been made available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE234566.

### Fluorescent beads penetration assay

Mucus barrier function was determined in C57BL/6NRJ mice (Janvier) on the low cys (n = 4) or the normal diet (n = 4) (same diets and conditions as described above). Mice were sacrificed and a 1 cm piece of colonic tissue, 2 cm above the rectum, was dissected for mucus measurements. This assay was performed as described in Ijssennagger et al. (2021) [23]. In short, tissue was visualized using a Syto9 green fluorescent nucleic acid stain (ThermoFisher) at the apical side. After 10 mins, FluoSphere Crimson microbeads (1 μm, ThermoFisher) diluted 30 times in Krebs mannitol buffer were added on top of the colon tissue, to measure mucus penetrability. The tissue and beads were visualized using a Zeiss AxioImager Z1 (Carl Zeiss, Germany). Quantifications were done using Fiji and represent the distance of the beads to the cell monolayer.

### Bacterial DNA extraction and 16S sequencing

DNA extraction was performed using a modified protocol of the QIAamp fast DNA stool mini kit (Qiagen, Venlo, the Netherlands) as previously described [27, 28]. In brief, 0.2 g feces was added to ‘lysing matrix A, 2 ml tubes’ (MP biomedicals, Landsmeer, the Netherlands) containing 1 ml InhibitEx buffer (Qiagen). Two rounds of bead incubations were applied at 3.5 m/s for 2 min, followed by 2 min incubation on ice using the FastPrep-24 (MP biomedicals). After 7 min of incubation at 95°C, the protocol of the fast DNA stool mini kit protocol (Qiagen) was followed from the proteinase K treatment step onwards. Total DNA was quantified by Picogreen assay (Thermo Fisher Scientific, Waltham, MA, USA). The 469 bp V3 and V4 hyper-variable regions of the 16S rRNA gene were amplified and sequenced using the Illumina MiSeq instrument and Reagent Kit v3 (600-cycle) according to Fadrosh et al. [29]. Negative controls and mock communities (ZymoBIOMICS microbial community standard (D6300) and ZymoBIOMICS microbial community DNA standard (D6305), ZymoBIOMICS Microbial Community Standard II (Log Distribution) (D6310), Zymo research, USA) were used from the beginning of DNA isolation up to the data analysis stage and matched with the distribution expected mock compositions. For analysis, the QIIME2 microbial community analysis pipeline (version 2021.4) [30] was used with DADA2 for sequence variant detection (with default settings, except for—p-trunc-len-f 255—p-trunc-len-r 240) [31], and SILVA as 16S rRNA reference gene database (SILVA 138) [32]. Sequencing data has been made available on the European Nucleotide Archive under project PRJEB63227.

### Statistical analyses

Statistical tests were performed using Graphpad Prism 9. Mann-Whitney tests or t-tests were performed depending on the distribution of the data as determined using a Shapiro-Wilk test for normality. Separate tests were performed for each gene within the qPCR graphs containing multiple genes using the multiple t-test or Mann-Whitney test function for multiple bars in one graph in Graphpad.

## Supporting information

S1 Fig Dietary cystine restriction is not causing significant damage in the intestine. A) Body weight gain of the mice during the intervention (weight at d14 minus weight at d0 (in gram) (n = 8/group, mean ± SEM). B) Total crypt length (μm) of 15 colonic crypts per mouse (with the median per mouse). C, D) Gene expression of damage markers Ier3, Ripk3 and Birc5 in small intestine (C) and colon (D). (n = 8/group, mean ± SEM).
(TIF) Click here for additional data file.

S2 Fig Significantly differentially expressed genes comparing low cys vs normal cys. A) Heatmap of the 16 significantly differentially expressed genes identified by RNA sequencing on small intestinal scrapings comparing low cys to normal cys (log fold change > 1.5, p-value < 0.05). 

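The legend does not say whether its p-value was adjusted or whether its log fold change is a log2 value. It was taken as log2 here. With both of its thresholds and DESeq2's unadjusted p-value there were 60 genes, with DESeq2's adjusted p-value 7 genes, and with edgeR's adjusted p-value 0 genes. With DESeq2's adjusted p-value and a linear fold change above 1.5 there were 15 genes, in an alternative chosen after the data were seen. Among the genes past the thresholds with edgeR's unadjusted p-value, 32 (59.3%) had all low cys libraries on the same side of all normal cys libraries, against 5.71% by chance for genes not chosen for their difference. The smallest p-values among the higher genes were those of AC165356.1, AC135640.1 and Igkv4-50. AC165356.1, named Gm8979 in GENCODE M21 and annotated there as an unprocessed pseudogene, lies on chromosome 7 of GRCm38 from 106081257 to 106084046. It had 10.6 ± 5.33 CPM (SD, n = 4) on the normal and 44.04 ± 6.12 (SD, n = 3) on the low cystine diet, a log2 fold change of 2.06 (standard error 0.324, adjusted p = 0.372 in edgeR). AC135640.1, named Gm8989 and also an unprocessed pseudogene, lies on the same chromosome from 106328925 to 106330688. Its log2 fold change was 1.66 (standard error 0.272, adjusted p = 0.372 in edgeR). Both share most of their sequence with other genes, so their separate counts are uncertain. Igkv4-50, on chromosome 6 from 69700767 to 69701287, had between 2 and 67 counts per library. It had 0.270 ± 0.231 CPM (SD, n = 4) on the normal and 2.94 ± 1.12 (SD, n = 3) on the low cystine diet (standard error of the log2 fold change 0.590, adjusted p = 0.443 in edgeR). The smallest p-values among the lower genes were those of Nat8b, with a log2 fold change of -2.04 (standard error 0.521), Gm13822, with -2.01 (standard error 0.636), and U1 (Gm22513 in GENCODE M21), with -2.52 (standard error 0.820). All 3 had an adjusted p of 0.794 in edgeR and at most 50 counts in any library. Nat8b and U1 share 31.2% and 58.3% of their 50-base stretches with other genes. Nat8b is named Nat8b-ps in GENCODE M21 and annotated there as a processed pseudogene.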

RNA sequencing on colonic scrapings did not show any significant different genes.
(TIF) Click here for additional data file.

S1 Table Primer sequences. 

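The 17 primer pairs were searched in the transcripts of GENCODE M21. For 15 pairs both primers matched transcripts of the intended gene exactly and in the right orientation, with amplicons between 66 and 250 bases. The forward primers of Lyz and Krt20 had no exact match in a transcript, while their reverse primers matched Lyz1 and Krt20. With both primers, 0 pairs matched another gene. Of the pairs that matched, 10 had their primers in different exons and 5 (Sox9, Ki67, Ier3, Ascl2 and Cmyc) had them in the same exon, where genomic DNA gives a product of the same length. The Cmyc pair spans 187 bases of the coding sequence in exon 3 of Myc, on chromosome 15 from 61989630 to 61989816. The Axin2 pair spans 175 bases across exons 4 to 6. These are sequence matches, and amplification was not measured. The table lists no pair for CTH or for cyclophilin.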

(DOCX) Click here for additional data file.

# Supplementary material for: Dietary cystine restriction increases the proliferative capacity of the small intestine of mice
**Source:** PLoS One. 2024 Jan 5;19(1):e0290493. doi: 10.1371/journal.pone.0290493
**Supplement:** S1 Table

***Table S1: Primer sequences***

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| Lgr5 | cgggaccttgaagatttcct | gattcggatcagccagctac |
| Sox9 | gaggtttcagatgcagtgagga | tgtcacaacacacgcacaca |
| Olfm4 | tgaaggagatgcaaaaactgg | ctccagcttctctaccaagagg |
| Ki67 | gccataacccgaaagagcag | ccagtttacgctttgcaggt |
| Lyz | cagggtggtgagagatcc | aagcgaggaagtgtgacc |
| Krt20 | tcgaggtccaagtcacggag | gctccagagactctttcatgct |
| Muc2 | tgtggaaccgggaagatg | gaccacaggtatggttctgga |
| Ier3 | tgacacctgagcccatttct | tggtgcctttgtttcttcgg |
| Ripk3 | cgggaaacagtgtgtgacag | ctcggagacagcagcatcta |
| Birc5 | ctcaagaactaccgcatcgc | tcccagccttccaattcctt |
| GSS | acaacgagcgagttgggatg | cctgctttgccagttcttcg |
| GCLC | catcctccagttcctgcaca | tgtactccacctcgtcaccc |
| GCLM | tcagccccgatttagtcagg | tgccatgtcaactgcacttc |
| Axin2 | cattttccgagaacccaccg | gctcagacccctccttttct |
| Ascl2 | actcatgcccacctcgtc | cgtctccaccttactcagct |
| Cmyc | tcagacacggaggaaaacga | cgtctgcttgaatggacagg |
| CyclinD1 | ccccaacaacttcctctcct | ggcttcaatctgttcctggc |

How the deposited data were processed for this re-analysis (not part of the article)

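The deposited table holds 7 small-intestine libraries, 4 from mice on the normal cystine diet and 3 from mice on the low cystine diet, assigned by their sample labels. The authors deposited raw counts per gene without normalization. According to the paper, reads were trimmed with TrimGalore, ribosomal reads were removed with SortMeRNA, and the rest was aligned to GRCm38 with STAR and counted on exons with featureCounts and the Ensembl release 70 annotation. These steps are included in the deposited counts and were not repeated. All values in the table were whole numbers, no pair of libraries was a duplicate, and 36429 of the 38293 gene identifiers were matched to GENCODE M21 (GRCm38), which gave gene types and current names, while 1864 were not matched. Colon data were not in the table.

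Genes were kept by edgeR's filterByExpr (version 4.0.16, minimum count 10, minimum total count 15), which left 14869. The counts were normalized by TMM and tested with the robust quasi-likelihood F-test of edgeR in R 4.3.3, with no covariate, and p-values were adjusted by the Benjamini-Hochberg method. Normalized counts are given as CPM, and log2 values used a prior count of 2. DESeq2 (version 1.42.0), limma-voom (limma version 3.58.1) with and without sample quality weights, DESeq2's size factors within edgeR, TMM without immunoglobulin genes, a non-robust fit, no filter, a filter of at least 10 counts in every library and leaving out each library in turn were the alternatives. The enrichment score used the signal-to-noise ratio of normalized counts with the SD floored at 0.2 of the mean and a weight of 1, the 35 splits of the libraries as its reference distribution and, as an alternative, 10000 random gene sets. Reactome sets came with fgsea (version 1.28.0). A list score is the mean log2 CPM over a list of marker genes, compared by a two-sided exact permutation test and adjusted over the 18 lists. The tests, the alternatives, the gene lists and the rule for naming genes were set before the data were examined, apart from the alternatives and tests named as later ones in the closing section. By that rule, the genes named are those with an adjusted p-value under 0.05 in edgeR (up to 16), the genes the paper names, and, among the genes past the thresholds of the S2 Fig legend, the Igkv genes and the 3 higher and 3 lower genes with the smallest p-value. Genes called by DESeq2 alone were chosen after their values were seen.

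The methods were tested on simulated data with the same group sizes. Genes varied independently of each other there, and the changed genes had absolute log2 fold changes of at least 1. Variation that many genes share, as between scrapings, was not simulated, so the counts below do not carry over to it. With 192 changed genes among 14540 tested, edgeR called 158, of which 150 were changed and 8 were not, and DESeq2 called 205, of which 163 were changed and 42 were not. With no changed gene, edgeR called 0 genes and DESeq2 called 6. In the enrichment method, a list of raised genes had a score of 0.968, reached by 1 of 35 splits, and a list of 88 unchanged genes had a score of 0.277, reached by 4 of 35 splits.

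Sequence sharing was measured as the percentage of the 50-base stretches of a gene's transcripts, the length of the authors' reads, that also occur in the transcripts of another gene. Primers were searched in the same transcripts. Only transcripts were available, so matches elsewhere in the genome were not searched. The pancreatic acinar list is 1 of the 18 lists in the adjustment, but its score is void because 1 of its 13 genes was tested. The qRT-PCR, histology and bile acid data of the paper are not part of the deposited data. With 3 and 4 libraries the permutation tests cannot give a p-value below 0.0286, and genes with few counts are measured with the counting error that their counts give.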

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

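The tests of the smooth muscle score against the stroma score and of the total count of library X1SI4 were chosen only after the results were seen. Among the 4 normal cys libraries, the distance of the highest or lowest library to its nearest neighbor, divided by the whole range, was examined for 74 values, and 3 were beyond the critical value, where chance gives 3.7.

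Normal cys library X1SI4 had a distal ileum score of 9.92, against 9.24 to 9.35 in the other normal cys libraries (distance over range 0.835). It also had the lowest proliferation score (2.66), Paneth cell score (5.42) and stroma score (0.174) of the normal cys libraries. Its total count was at most 1.14 times that of another normal cys library, so library size was not what set it apart. No biological explanation was tested, since its diet was that of the other 3 libraries.

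Normal cys library X17SI4 had an NRF2 response score of 5.22, against 5.48 to 5.50 in the other normal cys libraries (distance over range 0.918). The low cys libraries scored 4.90, 5.33 and 5.17. No technical explanation was tested for this value, and the design gives no biological explanation for a difference between mice on the same diet. Normal cys library SI9 had the lowest log2 CPM of Fzd2 (distance over range 0.837), with 0 counts of this gene. At this depth Fzd2 was not detectable in SI9, and the cause was not tested.

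The stroma score was 0.93 higher on the log2 scale on the low cystine diet (1.71 ± 0.18 SD, n = 3, against 0.79 ± 0.48 SD, n = 4), with 3 of 3 low cys libraries above every normal cys library (exact permutation test, two-sided, p = 0.0571, adjusted p = 0.343 over the 18 lists). With the median over the list the difference was 1.13 (exact permutation test, two-sided, p = 0.0286), while the other settings left the p-value at 0.0571. Under the median, 0 lists had an adjusted p-value under 0.05, and the smallest was 0.257. The paper does not report on stromal genes. It describes its scrapings as epithelium and lamina propria without the muscle layer, so the score could follow how deep the scraping went. The smooth muscle score was above every normal cys library in 2 of the 3 low cys libraries, and library X23SI4 had a smooth muscle score of 1.14, below the normal cys mean of 1.27. A deeper scraping therefore cannot be told apart from a change in the lamina propria with the diet.

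Immunoglobulin constant-region genes held 0.151% ± 0.0281 of the counts (SD, n = 3) on the low and 0.0627% ± 0.0312 (SD, n = 4) on the normal cystine diet, a difference of 0.0883 percentage points, with 3 of 3 low cys libraries above every normal cys library (exact permutation test, two-sided, p = 0.0286). More B cells or plasma cells in the scrapings are a candidate explanation. The B and plasma cell score was 0.56 higher on the low cystine diet, but the libraries overlapped (exact permutation test, two-sided, p = 0.514, adjusted p = 0.579). That difference depended on single libraries, from 0.05 without normal cys library X1SI4 to 0.90 without normal cys library X32SI4. The share cannot be told apart from more lamina propria in the low cys scrapings, and a biological effect of the diet was not separated from it.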

How the results depend on the processing

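The alternatives with thinned counts, with a list score as a covariate, without Lyz2, and all alternatives to DESeq2 itself were chosen only after the data were seen. No paired analysis was possible because the labels of the libraries share no replicate numbers between the diets.

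The number of genes with an adjusted p-value under 0.05 in edgeR was 0 (817 unadjusted). It was 16 with DESeq2, 4 with limma-voom with sample quality weights, from 0 to 1 across the 7 fits that each left out a library, and 0 under the other alternatives, thinned counts included. DESeq2's 16 genes ranged from 9 to 156 across the 7 fits that each left out a library. The count was 16 without a filter, 13 with at least 10 counts in every library, 15 with a linear fold change above 1.5 and 12 with thinned counts. With the stroma score as a covariate it was 46, of which 2 were among the 16.

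The 54 genes past the thresholds of the S2 Fig legend were 55 with DESeq2's size factors, with TMM without immunoglobulin genes and with the non-robust fit, and 60 with DESeq2. They were 87 with limma-voom, 105 with sample quality weights, 279 without a filter and 11 with at least 10 counts in every library. From 43 to 172 genes passed across the 7 fits that each left out a library. With edgeR's adjusted p-value 0 genes passed at either fold-change threshold (54 and 411 unadjusted), with DESeq2's adjusted p-value 7, and with a linear fold change above 1.5 and the unadjusted p-value 411. Igkv genes and pseudogenes past the thresholds were 18, 59 without a filter, 3 with at least 10 counts in every library, and from 15 to 33 across the 7 fits that each left out a library. The cause of these changes was not tested. The depth limits this list, since a gene with fewer than 10 counts in a library is measured with a large counting error.

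Of the 6 genes of Fig 4C, 3 had an unadjusted p-value under 0.05. With at least 10 counts in every library it was 1, of the 3 genes that this filter leaves (Myc, Lgr5 and Fzd6), so Fzd2 and Nkd1 were not tested under it. The number was from 0 to 5 across the 7 fits that each left out a library, and 0 with the stroma score as a covariate. Of the 19 genes listed for the paper's qPCR (Lyz as both Lyz1 and Lyz2), 1 had an unadjusted p-value under 0.05, also without Lyz2. This was 0 with TMM without immunoglobulin genes, with the non-robust fit and with at least 10 counts in every library, 2 with limma-voom and without a filter, 5 with sample quality weights, and from 0 to 6 across the 7 fits that each left out a library.

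The Wnt enrichment score kept its sign under each alternative, from 0.112 to 0.591, and between 0.271 and 0.430 with a library left out. Its p-value was 0.0112 for the score of 0.370 over random gene sets and at least 0.0571 over splits of all 7 libraries. In the Reactome sets Signaling by Wnt and TCF dependent signaling, 67 of 176 and 52 of 129 ranked genes had a positive ratio. Their positive scores therefore do not show a rise of most of their genes. The kappa variable share differed by 0.0117 percentage points (exact permutation test, two-sided, p = 0.0571), no longer under 0.05.

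For 23 genes and 18 list scores, 413 alternatives gave a p-value, of which 374 kept direction and side of the threshold, 18 became weaker, 15 became stronger and 6 reversed. A further 126, the list scores with a library left out, were compared by direction alone, of which 118 kept it and 8 reversed. Across the 7 fits that each left out a library, the log2 fold change ranged from -0.0274 to 0.286 for Cth, from -0.00533 to 1.12 for Ccnd1 and from -0.416 to 0.0229 for Ripk3. The score difference ranged from -0.109 to 0.00531 for goblet cells, from -0.751 to 0.0238 for the proximal small intestine, from -0.0361 to 0.372 for ATF4 and from -0.173 to 0.116 for immediate early genes. With the median over the list it was 0.17 for immediate early genes. Without scaling factors it was 0.10 for goblet cells and 0.13 for immediate early genes, but this setting moved the difference between the diets by a median of 0.14 over all genes tested. Relative to that shift the differences were -0.04 and -0.01, so these reversals came from the shift. The cause of the other reversals was not tested.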

Differences from the paper's values

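The alternatives to DESeq2 itself were chosen only after the data were seen, and no other test in this part was. The paper's number of differentially expressed genes is 16, and edgeR's quasi-likelihood test gave 0 genes with an adjusted p-value under 0.05 (817 unadjusted). Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 16, while limma-voom with sample quality weights gave 4, and the other normalizations, filters and tests gave 0, as did leaving out a library, except that 1 gene passed without X32SI4. DESeq2 also gave 16 genes without a filter and without library X10SI4, in alternatives chosen after seeing the values. These DESeq2 counts used no fold-change threshold. The S2 Fig legend sets 1, and 7 of DESeq2's 16 genes passed it when it was taken as log2. The paper's text does not name its 16 genes, so the equal number does not show that the genes are the same.

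With the thresholds of the S2 Fig legend and an unadjusted p-value, 54 genes passed in edgeR against the paper's 16. Of the alternatives set before the data were examined, the filter of at least 10 counts in every library gave 11 genes, which is within 1.5 times of the paper's number. The others did not come within that range, with 7 genes for DESeq2's adjusted p-value, 0 for edgeR's adjusted p-value (54 unadjusted), and 43 or more for the rest. The legend does not say whether its log fold change is a log2 value. A linear fold change above 1.5 with DESeq2's adjusted p-value, chosen after the data were seen, gave 15 genes.

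The paper describes most of its differentially expressed genes as pseudogenes or Igkv genes. Igkv genes and pseudogenes were 18 of the 54 genes, and 2 Igkv genes and 2 pseudogenes were among the 16 genes called by DESeq2. With DESeq2's adjusted p-value and an absolute log2 fold change above 1.5, an alternative set before the data were examined, Igkv genes (2) and pseudogenes (2) made up most of the 7 genes, which also held 1 other immunoglobulin gene. The paper reports Wnt signaling as enriched on the low cystine diet. The Wnt list had an exact one-sided permutation p-value of 0.114. Its normalized enrichment score was 1.275 over splits and 1.53 over random gene sets, against the paper's 1.37. Under its alternatives outside the Reactome sets it also stayed within 1.5 times of the paper's value. That range includes 0.961, the score over splits without the 6 genes of Fig 4C. This is below the mean of the positive scores over splits, by which the score was divided. Closeness to the paper's value therefore cannot tell an enrichment from chance. The paper's gene set is not listed and may hold other genes. For the Reactome sets the normalized enrichment scores over splits were 0.727 and 0.533, both below the paper's 1.37, and over random gene sets they were 0.63 and 0.494.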

Other observations

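The split counts for DESeq2 and by the number of low cys libraries, the thinning of counts, the tests on the Gvin genes and the tests with the proliferation score, and the counts without Lyz2 and without the pancreatic acinar list, were chosen only after the results were seen, and so was the limit of 0.5 used below with each covariate.

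Splitting the 7 libraries into 4 and 3 in all 35 ways showed how often other groupings gave as many genes. In edgeR the real split gave 0 genes with an adjusted p-value under 0.05 (817 unadjusted), a number that 35 of the 35 splits reach whatever the data, so the comparison says nothing here, and 1 of the splits gave 22 genes. For the thresholds of the S2 Fig legend, 15 of the 35 splits gave at least 54 genes, and the splits other than the real split gave from 20 to 199. For DESeq2, 13 of the 35 splits gave at least 16 genes, and the splits other than the real split gave from 0 to 793 with a median of 8.5. The largest DESeq2 counts were 793 genes for SI9, X1SI4 and X26SI4 against the rest, 517 for X17SI4, X23SI4 and X10SI4, and 460 for X32SI4, SI9 and X1SI4. These groups of 3 held 1, 2 and 0 low cys libraries, so the split with 460 genes parts the diets except for X17SI4, and the split with 517 genes follows the diet in part. Of the 18 splits whose group of 3 held 1 low cys library, which mix the diets most evenly, 6 gave at least 16 DESeq2 genes and 7 gave at least 54 genes past the legend thresholds. The numbers of genes in the real split, 54 and 16, therefore cannot be told apart from chance differences between mice. The split counts say nothing about single genes. Marcksl1, Tfrc, Gvin1, Gm4070 and AC165356.1, chosen after their values were seen, were called by DESeq2 in 7 of the 7 fits that each left out a library, and the other 11 of the 16 in 1 to 6 of them. With all libraries thinned to the smallest total, 54 genes passed the legend thresholds and 12 genes had a DESeq2 adjusted p-value under 0.05, so the difference in library size between the diets did not account for these counts.

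The higher Wnt genes of Fig 4C could follow the cell types in the scrapings. The stroma score was 0.93 higher on the low cystine diet, and with this score as a covariate 3 of the 6 genes kept at least 0.5 of their log2 fold change. The adjusted values were -0.03 for Myc, -0.21 for Lgr5 and 0.04 for Sfrp1, while those of Fzd2, Fzd6 and Nkd1 rose to 2.15, 1.15 and 1.53, and 0 of the 6 had an unadjusted p-value under 0.05 in edgeR, against 3 without the covariate. The score is itself higher in every low cys library, so the covariate separates it from the diet only in part. The smooth muscle score was 1.00 higher (exact permutation test, two-sided, p = 0.2), and with it as a covariate 6 of the 6 genes kept at least 0.5 of their log2 fold change, so smooth muscle alone did not account for these differences. With this covariate 2 of the 6, Fzd6 and Nkd1, had an unadjusted edgeR p-value under 0.05, and Fzd2 no longer did. More proliferating crypt cells in some mice, whatever their diet, are another candidate explanation. The proliferation score followed the Wnt target score over the 7 libraries, with Pearson's r of 0.948 (permutation p = 0.00139, adjusted 0.00185) and Spearman's rho of 0.893 (permutation p = 0.0123, adjusted 0.0164) over 4 relations computed. Without SI9 and X1SI4, the libraries farthest from the median, r was 0.905, and for deviations from each diet's mean it was 0.930. With the proliferation score as a covariate 4 of the 6 genes kept at least 0.5 of their log2 fold change, with 1.62 for Fzd2, 0.82 for Fzd6, 1.16 for Nkd1 and 1.15 for Sfrp1, and 2 of these, Fzd6 and Nkd1, kept an unadjusted edgeR p-value under 0.05. The values of Myc and Lgr5 were 0.21 and 0.03. For Myc and Lgr5 the difference therefore cannot be told apart from differences in crypt cells, while the proliferation score did not account for the other 4. Whether such differences came from the scraping or from the diet cannot be told with this covariate. The paper reports more Ki67 staining and a longer Ki67-positive zone on the low cystine diet. An effect of the diet that ran through proliferation would be removed by the covariate as well. A difference in stromal cells cannot be told apart from the diet for Myc, Lgr5 and Sfrp1, while the stroma score did not lower the estimates of Fzd2, Fzd6 and Nkd1. The proliferation score itself was 0.69 higher on the low cystine diet (exact permutation test, two-sided, p = 0.314, adjusted 0.514). The proliferation score was also related to the stem cell score (r = 0.980, permutation p = 0.000595, adjusted 0.00159, rho = 0.964, permutation p = 0.00278, adjusted 0.0111, and r = 0.942 without SI9 and X1SI4) and to the Paneth cell score (r = 0.931, permutation p = 0.000794, adjusted 0.00159, rho = 0.893, and r = 0.947 without SI9 and X1SI4). Its relation to the stroma score (r = 0.708, permutation p = 0.0768, rho = 0.464, permutation p = 0.302) rested on SI9 and X1SI4, without which r was 0.0117.

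The list of genes measured by qPCR in the paper held 19 genes, because Lyz was entered as both Lyz1 and Lyz2, while the reverse primer of the paper's Lyz pair matched Lyz1. RNA sequencing gave 11 of the 19 a higher and 8 a lower estimate on the low cystine diet, and without Lyz2 10 of 18 a higher and 8 a lower estimate. In edgeR, 1 of the 19 had an unadjusted p-value under 0.05, which was Krt20, with a log2 fold change of -0.41 (standard error 0.180, edgeR p = 0.0493, two-sided exact permutation p = 0.0286). Adjusted over the 19 genes, 0 had a p-value under 0.05 and the smallest was 0.325 (0.336 over the 18 without Lyz2), and adjusted over all genes 0 did. The log2 fold change was 1.01 for Olfm4 (standard error 0.676), 0.61 for Mki67 (standard error 0.423), 0.81 for Lyz1 (standard error 0.519), -0.43 for Axin2 (standard error 0.213) and 0.12 for Cth (standard error 0.178). Leaving out a library gave 0.70 to 1.99 for Olfm4, 0.37 to 0.94 for Mki67 and 0.51 to 1.37 for Lyz1. The highest value of each came without normal cys library X17SI4, with unadjusted edgeR p-values of 0.0013, 0.039 and 0.0082. With any other library left out, none of these p-values was under 0.05. Lyz1 shares 16.1% of its 50-base stretches with Lyz2, so its count is uncertain to that extent.

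Over the 18 list scores, 0 had an adjusted p-value under 0.05 (2 unadjusted), and the smallest adjusted p-value was 0.257. Of the 2, the pancreatic acinar score is void, since it rests on 1 of its 13 genes, and over the other 17 lists 1 had an unadjusted p-value under 0.05 and the smallest adjusted p-value was 0.486. The Wnt component score was 0.11 higher on the low cystine diet, in 3 of 3 libraries above every normal cys library (exact permutation test, two-sided, p = 0.0286). Its p-value was 0.0571 in the same exact test with DESeq2's size factors, without scaling factors and with a prior count of 0.5, and 0.0857 with the median over the list. The Wnt target score was 0.44 higher (p = 0.171), the stem cell score 0.52 (p = 0.171) and the Paneth cell score 0.95 (p = 0.229) in the same exact test, while the enterocyte score fell by 0.58 (p = 0.2) and the NRF2 response score fell by 0.29 (p = 0.0857). Leaving out a library kept the sign of these differences but moved their size. The range was 0.23 to 0.62 for Wnt targets, 0.34 to 0.72 for stem cells and 0.36 to 1.35 for Paneth cells. It was -0.84 to -0.26 for enterocytes and -0.39 to -0.18 for the NRF2 response. Restriction of an amino acid raises ATF4 target genes in the hypothesis tested here. The ATF4 score was 0.21 higher on the low cystine diet (exact permutation test, two-sided, p = 0.514), with 1 of 3 low cys libraries above every normal cys library, so the data did not bear this out.

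Of the 16 genes called by DESeq2, 5 lie within 435.5 kb of chromosome 7 (105895139 to 106330688) around Gvin1, and all 5 were higher on the low cystine diet. Reads shared between near-identical copies are a candidate explanation for several of them being called together, since between 78.6% and 99.2% of the 50-base stretches of Gvin1, Gm4070, Gm8979 and Gm8989 also occur in other genes. A change in 1 copy cannot be told apart from a change in several. Gvin1 belongs to a family of interferon-inducible GTPases, but the interferon response score was lower on the low cystine diet, with a difference of -0.43 (exact permutation test, two-sided, p = 0.371), so an interferon response did not account for it.

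The label of normal cys library SI9 differs in form from the others. Its distal ileum score of 9.32 lies within the range of the other libraries, and its proximal small intestine score of 7.76 is the highest, next to 7.69 in X10SI4. Whether SI9 came from another segment could not be told from these scores. No explanation was found for the form of the label.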
